A study of Mus musculus with 45 samples. Its data were reported in "mRNA stability fine-tunes gene expression in the developing cortex to control neurogenesis" (2025).

How the data were processed

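The measurements are T-to-C conversion rates from thiol-linked alkylation sequencing of metabolically labelled RNA (SLAM-seq) in primary cells of the mouse embryonic cortex. Cells from E11.5 embryos, and from E14.5 and E16.5 embryos, were grown with 100 uM 4-thiouridine for 20 h, and the label was then chased with an excess of uridine (5 mM). RNA was taken at 0, 2, 4, 8 and 12 h of chase. Each stage has 3 biological replicates (A, B and C), each a pool of cortices from 7 embryos at E11.5 and from 2 at the later stages, and the cells of one pool were divided over 5 wells, one for each chase time. This gives 45 libraries in 15 groups of 3. The libraries of one letter within a stage therefore come from one pool. Letters shared between stages mark different embryos.

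The authors aligned reads with SlamDunk v0.4.3 to the mouse genome mm10 and summed values over the exons of each gene in release 24 of the mouse GENCODE annotation. Aligner settings, read filters and the handling of reads with several alignments are not stated. Of the 9 deposited tables, one for each stage and replicate, each lists 53491 genes. Columns were assigned to libraries by the stage, replicate and chase time that the tables and their columns name, which left 0 columns unmatched. Covered Ts were deposited as raw counts of T positions under aligned reads, so that one read adds as many counts as it covers Ts. The conversion rate was deposited as a fraction, converted Ts over covered Ts of the gene in the same library, and is given here as a percentage. Expression was deposited in reads per 1e6 reads (cpm), over a total larger than the reads in the table. In all 45 libraries 100% of these values were whole multiples of the smallest one, to within 0.01 reads. Whole reads per gene were therefore recovered from them. Among other columns, the authors deposited a half-life in hours and the R2 of its fit, without any filter.

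A GENCODE reference of release 21 was available, on GRCm38, the same build as mm10. Of the 53491 gene identifiers, 51678 (96.6%) had a name in it, and coordinates, gene types, coding sequences and untranslated regions (UTRs) were taken from it. The remaining identifiers stayed in all fits that need no annotation.

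Half-lives were refitted from the deposited rates. The rates of a gene in one replicate were divided by the rate at 0 h, and the curve exp(-kx) was fitted by least squares, with the half-life ln(2)/k. A half-life was kept where covered Ts exceeded 500 at all 5 chase times, the half-life lay between 0 and 24 h and R2 exceeded 0.6, in all 3 replicates of a stage. These filters follow the description of the study. For 99.996% of 109733 fits, the refitted half-life was within 1% of the value in the authors' table, and 4 fits differed by more. No unlabelled control was used here, so the background of T-to-C conversions was estimated from the data only as an alternative setting.

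Stage medians of half-lives and conversion rates were compared by exact permutation tests of the replicate values, two-sided; with 3 against 3 the smallest p is 0.1. Half-lives were z-scored within each replicate over the transcripts measured at all 3 stages and compared with the moderated F-test of limma 3.58.1 in one fit of 9 replicates. Transcripts were called at a Benjamini-Hochberg adjusted p under 0.05. Expression at 0 h was compared with the quasi-likelihood F-test of edgeR 4.0.16 on covered-T counts, with TMM normalization and genes with more than 10 counts in all 9 libraries. Genes were called at an adjusted p under 0.05 and a log2 fold change beyond 1. Expression at 12 h was compared with 0 h in the same way within each stage. List expression was tested with camera (preset correlation) and fry. DESeq2 1.42.0 served as an alternative. Comparisons across transcripts used permutation tests with 100000 resamples, two-sided, whose smallest p is 1e-05. They tested differences of means, except for the half-lives of the lists at each stage, where mean ranks were tested and differences of medians are given beside them. Codon stabilization coefficients are Pearson's r between the frequency of each of 61 codons in the longest coding isoform and the half-life. The UTR comparisons took the same isoform. Computations ran in R 4.3.3 and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The regression software of the study for half-life changes (maSigPro) was not available, and an unmoderated regression stands among the alternatives.

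The progenitor and neuron lists (56 and 57 genes) are those of the study, chosen there from single-cell data rather than from these libraries. Genes named in the text follow a rule of 4 parts. Named were genes that the study uses as stage markers. Then came the 5 largest rises and 5 largest falls of expression for each pair of successive stages, among called genes whose replicates did not overlap. The last parts took the 5 longest and 5 shortest half-lives, and the 5 largest rises and 5 largest falls of z-scored half-life from E11.5 to E16.5 among called transcripts without overlap. Those nearest the top of each list are given with their values. The tests, filters, lists, naming rule and most alternatives were fixed before the data were examined.

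Covered Ts per library ranged from 228.7 to 629.1 M (median 473.2 M), and recovered reads from 15.9 to 43.9 M, at 14.0 to 14.6 Ts per read. Because one read adds several covered Ts, these counts are not independent. The spread between replicates, as chi-square per degree of freedom over 45 pairs of libraries, ran from 2.15 to 54.1, where 1 is the value for one library counted again. No pair was therefore treated as one sample. The tests take their error from the replicates and not from the counts.

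The edgeR, DESeq2 and limma calls, the half-life fit, the permutation test for the lists and the codon coefficients were tested on simulated data made from these tables. With 200 genes changed among 18408, edgeR on covered Ts called 205, of which 197 were changed and 8 were not. DESeq2 recovered 196 with 8 false calls. On recovered reads, edgeR recovered 188 of 200 with 2 false calls among 14611 genes. Counts were drawn directly for each gene with the same spread for all genes. Reads that each add several covered Ts were not simulated. The false calls that this dependence may give were therefore not tested. The limma test on z-scored half-lives recovered 100 of 182 changed transcripts (54.9%), with 9 false calls (8.26% of those called). The half-life fit returned the simulated value with a median ratio of 1.01, and 89.9% of 11833 transcripts lay within 20% of it. The simulated rates decayed exponentially, as in the fitted curve, and held no background. They therefore do not show how well the fit does where background is left in the rates. Under no difference the permutation test for the lists gave p under 0.05 in 4.5% of runs, and under a difference of 0.8 SD in 99%. Of 40 codons given an effect, 40 had the right sign.

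Alternatives changed one choice at a time. For half-lives they were covered Ts over 100 or 2000, no R2 filter or R2 over 0.8, filters passed in 2 of 3 replicates, the initial value fitted as a second parameter, a background subtracted (the lowest percentile of the replicate's rates at 12 h), the 12 h chase time left out, a quasi-Poisson fit of converted Ts, the deposited half-lives, other scalings before the stage test, and each replicate left out. For expression they were DESeq2, DESeq2 size factors in edgeR, other filters, the libraries of the compared stages alone, the libraries at 12 h, the 5 libraries of a replicate summed, glmTreat, and the replicate letter as a block. For sequence features they were the shortest isoform and log2 half-lives. Chosen after seeing the data were the labelled RNA amount (rate times cpm) as the decaying quantity, a fit without 0 h, a background pooled over the least stable 10% of transcripts at 12 h, calls on recovered reads or on log2 cpm (pseudocount 0.5), the pools as pairs in the comparison of chase changes between stages, and leaving out replicates for the shared extremes and the sequence features.

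Samples of one replicate letter within a stage deviated together from their group means in expression: between 0 h and 12 h, the correlation across genes was 0.343 to 0.520 at E11.5, 0.137 to 0.395 at E14.5 and 0.282 to 0.473 at E16.5 for the same letter. For different letters it ran from -0.417 to 0.144. The 12 h and 0 h libraries of one letter are therefore pairs. Functional term enrichment and m6A data of the study were not examined, since no term table was available and the m6A data are not among these tables.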

Results

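To follow RNA decay in the developing mouse cortex, T-to-C conversions were measured in 45 SLAM-seq libraries from primary cortical cells. The method converts 4-thiouridine, a uridine analogue taken up by living cells, so that labelled RNA reads C where the genome has T. Cells of E11.5 cortex, and of E14.5 and E16.5 cortex, were sampled at 5 chase times, with 3 biological replicates (A, B and C) at each. Covered T positions per library ranged from 228.7 M (E14.5, 8 h, replicate C) to 629.1 M (E14.5, 4 h, replicate A), with a median of 473.2 M. This corresponds to 15.9 to 43.9 M recovered reads. Between 21571 and 25000 genes had at least 1 read. Gene positions below refer to GRCm38 (mm10) and the GENCODE annotation of release 21. All named genes are annotated as protein-coding unless another type is given, and values were summed over their exons.

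The first question was how much label each stage took up and how fast it was lost. At 0 h the conversion rate, summed over genes, was 1.18% ± 0.230 (SD, n = 3) at E11.5, 1.10% ± 0.0763 (SD, n = 3) at E14.5 and 1.86% ± 0.0573 (SD, n = 3) at E16.5. The rate at E16.5 was above that at E11.5 by 0.684 points and above that at E14.5 by 0.764 points, with no overlap between replicates (two-sided exact permutation p = 0.1 for each, the smallest that 3 against 3 replicates can give). The difference between E14.5 and E11.5 was -0.0800 points, within the spread between replicates (exact permutation p = 0.9). At 12 h the rates had fallen to 0.271% ± 0.0150, 0.259% ± 0.00261 and 0.248% ± 0.00635 (SD, n = 3 each). These were 23.0% ± 3.08, 23.6% ± 1.83 and 13.3% ± 0.0944 of the rate at 0 h (SD, n = 3 each). The alternative that moved the rates at 12 h most was the median over genes, which was 0.235%, 0.237% and 0.210%. The summed rates include ribosomal sequence, which made up 3.96, 4.67 and 9.28% of recovered reads in the E11.5 libraries at 12 h. Over the 9505 transcripts with a half-life at all 3 stages, the 12 h rates of E11.5 and E14.5 overlapped. They were 0.250, 0.249 and 0.255% at E11.5 and 0.252, 0.249 and 0.253% at E14.5 (replicates A, B and C). No library without label was used here, so conversions that do not come from label were not measured.

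**Figure D1:**
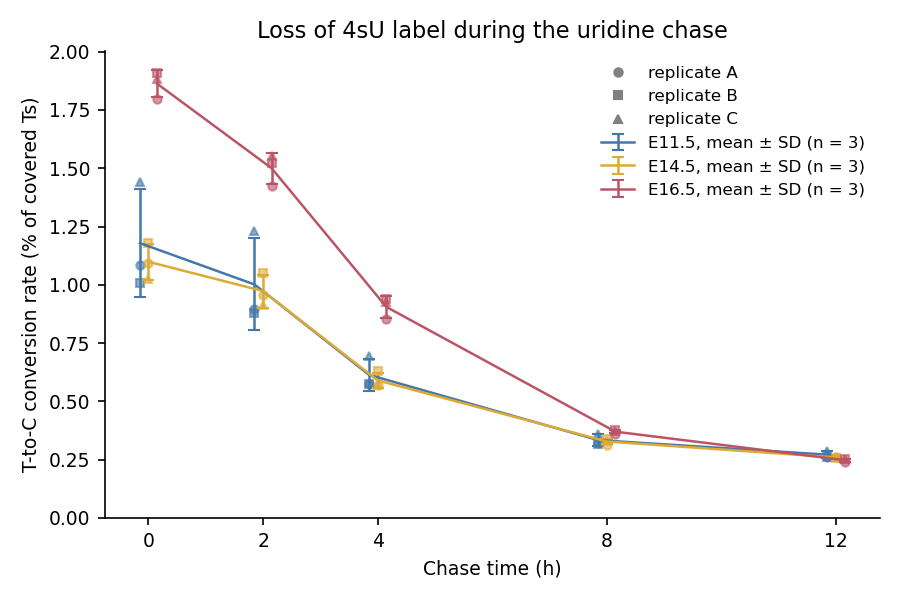
Conversion rate in percent of covered Ts (y axis) against hours of chase (x axis) for the 3 stages; lines join means, bars are the SD of 3 replicates and points are single replicates. E16.5 started at 1.86% against 1.18% and 1.10% at the earlier stages, and the stages ended between 0.248% and 0.271% at 12 h. Rates are summed over all genes, including ribosomal sequence.

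Half-lives were then fitted for single transcripts. Half-lives passed all filters in the 3 replicates for 10858 transcripts at E11.5, 10686 at E14.5 and 11850 at E16.5, and for 9505 at all 3 stages. R2 over 0.8 moved the counts at E11.5, at E14.5 and at all 3 stages most, to 8536, 7912 and 6362 (10304 at E16.5), and covered Ts over 2000 moved that at E16.5 most, to 10022. The median over each stage's transcripts was 4.43, 4.60 and 3.48 h. At E11.5 the central 80.0% ran from 2.91 to 7.12 h, at E14.5 from 2.94 to 7.42 h and at E16.5 from 2.05 to 5.99 h. The median SD of a transcript between the 3 replicates was 0.719 h at E11.5, 0.540 h at E14.5 and 0.294 h at E16.5.

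Over the 9505 transcripts measured at all 3 stages, the replicate medians averaged 4.31 ± 0.445 h at E11.5, 4.52 ± 0.195 h at E14.5 and 3.37 ± 0.0731 h at E16.5 (SD, n = 3 each). E16.5 was below E11.5 by a difference of -0.943 h and below E14.5 by a difference of -1.15 h, without overlap between replicates (two-sided exact permutation p = 0.1 for each). The difference of 0.210 h between E14.5 and E11.5 was within the replicate spread (exact permutation p = 0.4). Its direction depended on 1 replicate: without E11.5 C it was -0.0204 h. The lowest-percentile background was estimated as 0 in 4 of 9 replicates (E14.5 A and B, E16.5 B and C) and as 0.0359 to 0.0723% in those of E11.5, so that subtracting it lowered mainly the E11.5 half-lives. The difference between E14.5 and E11.5 then was 0.450 h and that between E16.5 and E11.5 -0.602 h, without overlap between replicates (exact permutation p = 0.1 for each). Subtracting the pooled background moved the medians of E11.5 and E14.5 most, to 2.86 ± 0.118 and 3.02 ± 0.0873 h (SD, n = 3 each), with 2.70 ± 0.0803 h at E16.5 (SD, n = 3). The fit without 0 h moved E16.5 most, to 2.51 h. With the pooled background the difference between E14.5 and E11.5 was 0.163 h (exact permutation p = 0.2), that between E16.5 and E11.5 was -0.152 h (exact permutation p = 0.2) and that between E16.5 and E14.5 was -0.315 h, without overlap (exact permutation p = 0.1).

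**Figure D2:**
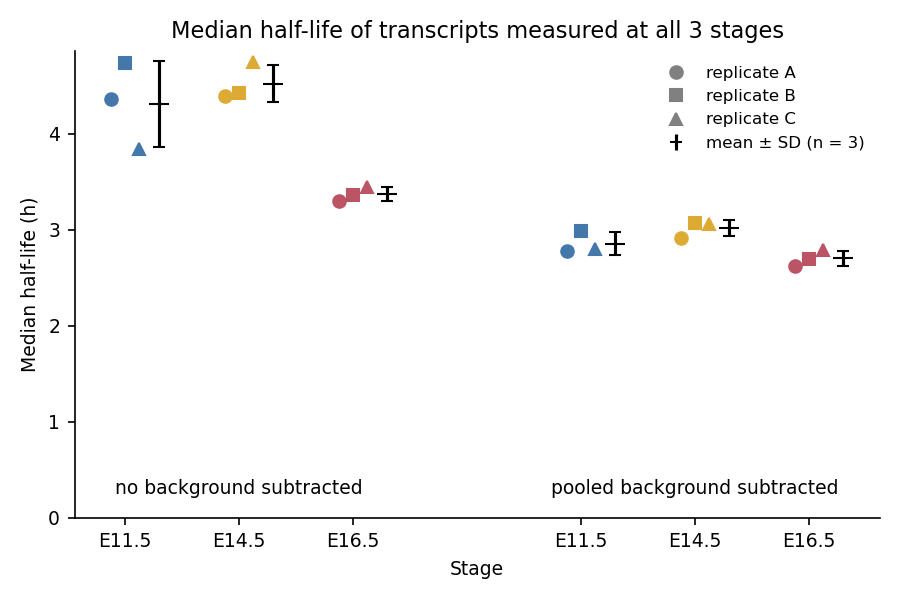
Median half-life in hours (y axis) of each replicate at the 3 stages, without (left) and with (right) a pooled background subtracted from the rates; symbols are replicates and bars give the mean ± SD (n = 3). Means of 4.31, 4.52 and 3.37 h became 2.86, 3.02 and 2.70 h.

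Among the transcripts measured at all stages, the longest half-lives by the mean of the 3 stages belonged to Gnas and Cox6a1. Gnas (ENSMUSG00000027523, chromosome 2, 174284320 to 174346744) had half-lives of 15.3 ± 2.57, 19.7 ± 3.66 and 16.2 ± 0.752 h in stage order (SD, n = 3 each), and its locus overlaps genes on both strands, so the assignment of its reads is uncertain. Cox6a1 (ENSMUSG00000041697, chromosome 5, 115345642 to 115348981) had 12.4 ± 0.447, 20.4 ± 1.15 and 17.7 ± 3.12 h (SD, n = 3 each). The shortest belonged to Six4 and Zswim3. Six4 (ENSMUSG00000034460, chromosome 12, 73099609 to 73113456) had 1.58 ± 0.343, 1.39 ± 0.435 and 1.03 ± 0.338 h, and Zswim3 (ENSMUSG00000045822, chromosome 2, 164805098 to 164822130) had 1.65 ± 0.972, 1.51 ± 0.107 and 1.34 ± 0.0885 h (SD, n = 3 each).

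Half-lives of the 9505 transcripts were then correlated between pairs of stages. Pearson's r of the stage means was 0.892 between E11.5 and E14.5, 0.838 between E11.5 and E16.5 and 0.874 between E14.5 and E16.5 (Spearman's rho 0.872, 0.838 and 0.872). These are correlations across transcripts, which are not independent replicates. The largest shift was that of the quasi-Poisson fit between E11.5 and E16.5, to 0.712. Single replicates of one stage correlated with r from 0.766 to 0.794 at E11.5, from 0.818 to 0.844 at E14.5 and from 0.890 to 0.901 at E16.5. Single replicates of different stages gave 0.746 to 0.822, 0.726 to 0.783 and 0.773 to 0.812 for the same 3 pairs of stages.

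The most and least stable 10% of each stage held 1086, 1069 and 1185 transcripts. Of the most stable, 457 were shared by the 3 stages, and of the least stable 492, where 5.42 and 9.89 would be shared by independent lists. With lists of 5% the shared numbers were 211 and 189. Pseudogenes made up 21.3%, 18.1% and 22.5% of the most stable lists in stage order, and 7.04%, 6.32% and 7.35% of all measured transcripts. Reads of pseudogenes can come from their parent genes, so their half-lives are uncertain.

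UTRs were then compared between protein-coding members of the most and least stable lists, of which at least 97.6% had values. The 3′ UTRs of the most stable were shorter, with medians of 435 against 1615 nt at E11.5, 458 against 1604.5 nt at E14.5 and 436 against 1686 nt at E16.5. The difference in mean log2 length was -1.71, -1.63 and -1.79 (adjusted permutation p = 1.3e-05 for each, from the smallest p that 100000 resamples can give). Their GC content was higher by 4.20, 5.04 and 5.07 percentage points (adjusted permutation p = 1.3e-05 each). The 5′ UTRs of the most stable were shorter by a log2 difference of -0.59, -0.54 and -0.57 (adjusted permutation p = 1.3e-05 each). The 12 comparisons were adjusted together. The 5′ UTR GC difference at E16.5 moved most without replicate B, when it was 0.566 points (adjusted permutation p = 0.224), against 0.992 points with all replicates (adjusted permutation p = 0.0330). The 5′ UTR GC difference was 1.05 points at E11.5 (adjusted permutation p = 0.0268) and 1.38 points at E14.5 (adjusted permutation p = 0.00467), and without E11.5 replicate A it was 0.750 points (adjusted permutation p = 0.107). With the shortest isoform these 3 differences were 0.719, 1.05 and 0.859 points and were not called.

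To relate codon content to stability, coefficients were computed for 61 codons over 9822, 9740 and 10588 transcripts with a coding sequence (90.5%, 91.1% and 89.4% of those measured). The highest coefficient was 0.178 for ATC at E11.5, 0.182 for ATC at E14.5 and 0.161 for AAG at E16.5. The lowest was -0.201, -0.201 and -0.186, each for AGT. The largest shift was that of the shortest isoform, to -0.176 for AGT at E11.5. Coefficients were positive for 27 codons and negative for 34 at each stage, and 59 of 61 codons had one sign at all stages. Between stages, coefficients correlated across codons with r = 0.995, 0.990 and 0.991. Codons ending in G or C averaged 0.0400 at E11.5 (20 of 31 positive), and those ending in A or T averaged -0.0657 (7 of 30 positive). When coefficients from a random part of the transcripts were used to score the others, the score correlated with half-life across those transcripts with r = 0.287, 0.293 and 0.276. Mean half-lives in the lowest and highest of 4 equal groups of the score were 4.01 and 5.38 h at E11.5, 4.19 and 5.59 h at E14.5, and 3.16 and 4.37 h at E16.5.

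**Figure D3:**
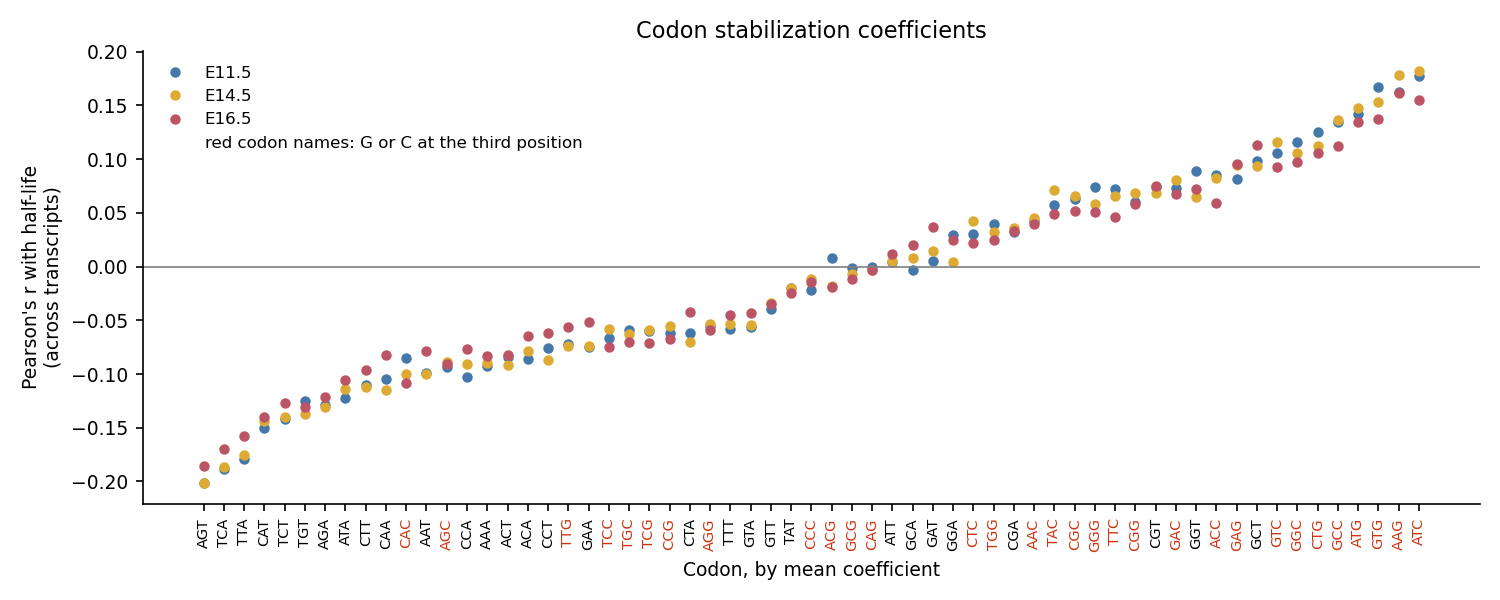
Correlation (y axis, Pearson's r) between codon frequency and half-life across transcripts for 61 codons (x axis, sorted by mean coefficient); one point per codon and stage, with names of codons ending in G or C in red. Values ran from -0.201 (AGT) to 0.182 (ATC), and the stages lay close together.

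Next, transcripts were sought whose half-life relative to others differed between stages. In limma's F-test on z-scored half-lives, 299 of 9505 transcripts (3.15%) had an adjusted p under 0.05, and 2058 had an unadjusted p under 0.05. Each pair of stages was also counted separately, so the pairwise counts are not parts of the 299. Between E11.5 and E16.5, 284 had a longer and 163 a shorter relative half-life (20 and 1202 in hours without scaling). Between E14.5 and E16.5 the counts were 65 and 19 (13 and 3607 in hours without scaling), and 0 and 0 without E14.5 B. Between E11.5 and E14.5 they were 12 and 7. The count of 299 depended on the setting: it was highest for half-lives in hours without scaling, which gave 2296. With the replicate letter as a block, although letters do not pair the stages, it was 0. It also rested on single replicates. Without E16.5 B it was 3, without E16.5 A 25 and without E16.5 C 28, and without an earlier replicate it ran from 100 (E14.5 A) to 267 (E11.5 C).

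The largest rises of relative half-life from E11.5 to E16.5 were those of Gm6682, a processed pseudogene (ENSMUSG00000091269, chromosome 12, 4782170 to 4783515), whose values are uncertain for the reason above, and of Dynlrb1 and Ndufa4. Dynlrb1 (ENSMUSG00000047459, chromosome 2, 155236533 to 155250277) had 8.97 ± 0.182, 11.3 ± 0.601 and 17.2 ± 3.65 h (SD, n = 3 each), with an adjusted p of 0.0249 in limma's test. Ndufa4 (ENSMUSG00000029632, chromosome 6, 11900292 to 11907497) had 13.3 ± 1.22, 15.2 ± 0.643 and 19.8 ± 2.55 h (SD, n = 3 each), with an adjusted p of 0.0146. The largest falls were those of the processed pseudogenes Gm49138 (ENSMUSG00000115358, chromosome 15, 18385349 to 18385441) and Gm12174 (ENSMUSG00000080776, chromosome 11, 46727818 to 46728630), also uncertain, and of Nacad. Nacad (ENSMUSG00000041073, chromosome 11, 6597823 to 6606053) had 9.04 ± 1.35, 7.55 ± 2.15 and 3.03 ± 0.242 h (SD, n = 3 each), with an adjusted p of 0.0307. Without E16.5 B, Dynlrb1 and Ndufa4 each had an adjusted p of 0.0579 and Nacad of 0.105. Dcx, a gene named in advance (ENSMUSG00000031285, chromosome X, 143855842 to 143933311), had 8.11 ± 0.781 h at E11.5 and 10.9 ± 0.231 h at E16.5 (SD, n = 3 each), with an adjusted p of 0.00553.

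Expression was compared between stages at 0 h. Of 18408 genes tested with edgeR, 1498 were higher and 1473 lower at E14.5 than at E11.5, and 1324 were higher and 1090 lower at E16.5 than at E14.5. A test against a log2 fold change of 1 (glmTreat) moved these counts most, to 912, 736, 502 and 321. Replicates did not overlap in 2905 of the 2971 genes called from E11.5 to E14.5 and in 2351 of the 2414 called from E14.5 to E16.5. Over all tested genes the share without overlap was 55.4% and 61.4%, where chance gives 10% for 3 against 3. Of the called genes, 970 (32.6%) and 784 (32.5%) had at most 10 reads in some library. On recovered reads, with 14611 genes tested, edgeR called 1039 up and 964 down, and 890 up and 758 down. DESeq2 on recovered reads, the tool and read filter that the study describes, called 1033 up and 975 down, and 943 up and 716 down.

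Marker genes named in advance were followed through the stages. Neurod2 (ENSMUSG00000038255, chromosome 11, 98325415 to 98329648) had 117 ± 7.88, 268 ± 37.9 and 398 ± 20.8 counts per 1e6 reads (cpm; SD, n = 3 each). Its log2 fold change was 1.23 (SE 0.09, adjusted p = 2.8e-07) from E11.5 to E14.5 and 0.60 (SE 0.09, adjusted p = 1.6e-04) from E14.5 to E16.5. Dcx rose by 1.43 (adjusted p = 4.9e-07) and 0.42 (adjusted p = 0.00859). Nes (ENSMUSG00000004891, chromosome 3, 87971078 to 87980451) had 794 ± 14.6, 345 ± 77.4 and 207 ± 12.2 cpm (SD, n = 3 each). Its log2 fold change was -1.13 (SE 0.12, adjusted p = 7.5e-06) and then -0.74 (SE 0.12, adjusted p = 2.7e-04), and the first was -0.98 without E14.5 A, short of the threshold of 1. Sox2 (ENSMUSG00000074637, chromosome 3, 34650405 to 34652461), which lies within another gene on its strand and is therefore uncertain, changed by -1.09 (adjusted p = 3.4e-07) and -0.59 (adjusted p = 8.4e-05) on the log2 scale, the first -0.98 without E14.5 A. Btg2 (ENSMUSG00000020423, chromosome 1, 134075170 to 134079120) changed by -0.23 (adjusted p = 0.0157) and -1.22 (adjusted p = 8.0e-08), and its first change was 0.11 in the 12 h libraries. The markers Cux2, Pou3f3, Hes5, Ccnd2, Cnot1, Cnot2 and Cnot3 overlap other genes, so their reads are uncertain and their values are not given in full. From E14.5 to E16.5, Cux2 rose by 2.33 and Ccnd2 changed by -1.60 on the log2 scale. Cnot1 changed by -0.08 from E11.5 to E14.5 (adjusted p = 0.527), and by 0.01 without E11.5 A.

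Among all genes, Slco1c1 (ENSMUSG00000030235, chromosome 6, 141524368 to 141570177) and Stum (ENSMUSG00000053963, chromosome 1, 180432387 to 180483504) rose most from E11.5 to E14.5. Slco1c1 went from 0.251 ± 0.0823 to 81.8 ± 13.4 cpm (SD, n = 3 each), a log2 fold change of 8.59 (SE 0.22, adjusted p = 2.3e-11), with at most 8 reads in an E11.5 library. Stum, whose locus holds another gene on its strand, had a log2 fold change of 7.75 (adjusted p = 2.4e-09), or 8.46 without E11.5 A. Slc4a1 (ENSMUSG00000006574, chromosome 11, 102348824 to 102366203) and Col3a1 (ENSMUSG00000026043, chromosome 1, 45311538 to 45349706) fell most, by log2 fold changes of -7.80 (adjusted p = 6.6e-08; -8.87 without E14.5 C) and -7.22 (adjusted p = 2.4e-08), and a miRNA gene lies within Col3a1 on its strand. From E14.5 to E16.5, Nts (ENSMUSG00000019890, chromosome 10, 102481756 to 102490486) rose most, at least 92.9-fold higher at E16.5, since its E14.5 libraries held at most 3 reads. Its E16.5 replicates ran from 4.27 to 18.2 cpm (replicate C), so this bound need not hold for each replicate. Its log2 fold change was 6.80 without E16.5 C and 7.90 without E16.5 B. F2rl2 (ENSMUSG00000021675, chromosome 13, 95696853 to 95702739), which overlaps a gene on the other strand and is uncertain, had a log2 fold change of -8.76 (adjusted p = 1.6e-08). Hbb-y (ENSMUSG00000052187, chromosome 7, 103851749 to 103853216) went from 16.7 ± 4.98 to 0.176 ± 0.219 cpm (SD, n = 3 each), with a log2 fold change of -6.39 (SE 0.65, adjusted p = 4.7e-06), which was -8.60 without E16.5 C and -5.78 without E16.5 B.

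The neuron list (57 genes) rose and the progenitor list (56 genes) fell at both steps. From E11.5 to E14.5 the median log2 fold change was 0.91 for the neuron list (54 of 57 genes up, camera adjusted p = 4.4e-38) and -0.33 for the progenitor list (41 of 56 down, adjusted p = 5.0e-04). From E14.5 to E16.5 it was 0.54 (54 up, adjusted p = 1.6e-16) and -0.72 (53 down, adjusted p = 2.2e-24). All 4 calls hold under fry, which allows for correlation between genes (fry adjusted p from 1.0e-06 to 2.4e-04). Unlike camera, fry asks whether the genes of a list changed, without comparing them with other genes. Changes were widespread: of 18408 genes, 8953 and 9115 had an adjusted p under 0.05 in edgeR at the first and second step. The fry result therefore adds little to camera's comparison with other genes. Leaving out E14.5 A moved the values most on the log2 scale, to 0.62 for the neuron list at the second step. At the first step 24 neuron genes were called over all genes tested, and 24 when adjusted over the list alone; for the progenitor list both counts were 12 (9 down and 3 up). At the second step the counts were 6 and 6 for neurons (all up) and 17 and 17 for progenitors (all down).

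The question of whether expression changes go with stability was addressed with half-lives of the earlier stage. Transcripts that rose from E11.5 to E14.5 had E11.5 half-lives of 5.09 ± 1.92 h (SD, n = 520) and those that fell 4.28 ± 1.46 h (SD, n = 331), against 4.69 h in the other 8654. The difference of 0.810 h had a two-sided permutation p of 1e-05, the smallest that the resamples can give, and was 0.582 to 0.960 h in the 3 replicates. Transcripts that rose from E14.5 to E16.5 had E14.5 half-lives of 5.17 ± 1.92 h (SD, n = 293) and those that fell 4.35 ± 1.88 h (SD, n = 427), against 4.96 h in the other 8785. This difference of 0.828 h also had a permutation p of 1e-05 and was 0.798 to 0.858 h in the replicates. Permutation was across transcripts, which are not independent replicates. Labelled RNA amounts moved the first difference most, to 1.32 h. Half-lives of the later stage moved the second most and reversed it: with E16.5 half-lives it was -0.359 h (permutation p = 0.00516).

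Half-lives of the lists differed at each stage. Median half-lives of progenitor-enriched and neuron-enriched transcripts were 4.57 and 5.96 h at E11.5, 4.47 and 6.53 h at E14.5, and 3.92 and 5.40 h at E16.5. These medians differed by -1.39, -2.07 and -1.48 h. The test was on ranks and not on these medians: the mean ranks differed by -21.9, -27.0 and -17.7 (adjusted permutation p = 5.7e-04, 6e-05 and 0.00378, two-sided, across 56 and 57 transcripts). In single replicates the differences of the medians ran from -1.47 to -1.06 h, from -2.27 to -1.91 h and from -1.50 to -1.37 h. The largest shift of the medians' difference was that of the quasi-Poisson fit at E16.5, to -0.280 h (permutation p of the ranks = 0.413), and at this stage the ranks were also not called different without the 0 h chase time (-0.650 h, permutation p = 0.116) or between members matched on expression (-0.856 h, permutation p = 0.173).

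**Figure D4:**
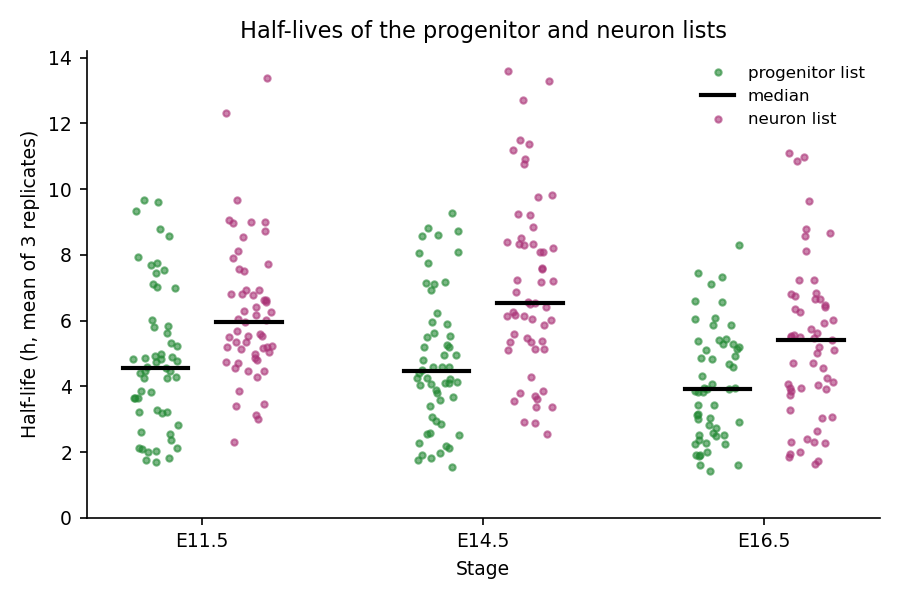
Half-life in hours (y axis) of progenitor-enriched (56) and neuron-enriched (57) transcripts at the 3 stages; points are transcripts and black bars medians. The medians were 4.57 against 5.96 h, 4.47 against 6.53 h and 3.92 against 5.40 h.

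A falling conversion rate measures decay where the amount of a transcript stays level, so expression at 12 h was compared with 0 h. Expression was normalized between libraries here, and labelled amounts use cpm. A change of RNA amount shared by all transcripts would therefore not show in either, and was not measured. At E11.5, 696 of 18877 genes changed (250 up and 446 down), at E14.5 373 of 18784 (127 up and 246 down) and at E16.5 492 of 18733 (117 up and 375 down) by edgeR. Over all genes the median size of the log2 fold change was 0.21, 0.20 and 0.19. Comparing 8 h with 0 h moved the counts at E11.5 and E14.5 most, to 245 and 83 (273 at E16.5), and recovered reads moved that at E16.5 most, to 172. Single replicates also moved them by more than 1.5 times: the counts were 300 without E11.5 A and 321 without E11.5 B, 218, 155 and 213 without E14.5 A, B and C, and 250 and 326 without E16.5 A and C. Of the called genes 47.3%, 42.1% and 63.6% had at most 10 reads in some library.

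Some RNA classes without a poly(A) tail rose at E11.5. This comparison was chosen after the values were seen. Of 37 replication-dependent histone genes, 29 were called up at 12 h (median log2 fold change 2.76), as were 7 of 7 genes that hold ribosomal RNA sequence (median 2.81) and 15 of 52 genes of small structured RNAs (median 0.22, 34 of 52 rising). Their summed cpm at 12 h relative to 0 h were 1.91 to 3.37 for histones, 3.21 to 4.55 for small structured RNAs and 6.18 to 8.32 for ribosomal sequence in the 3 replicates. At E14.5 none of these classes had a called gene, and the ratios ran from 0.957 to 1.38. At E16.5 1 histone gene and 2 small RNA genes were called up and 1 small RNA gene down, with ratios from 0.867 to 1.55.

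**Figure D5:**
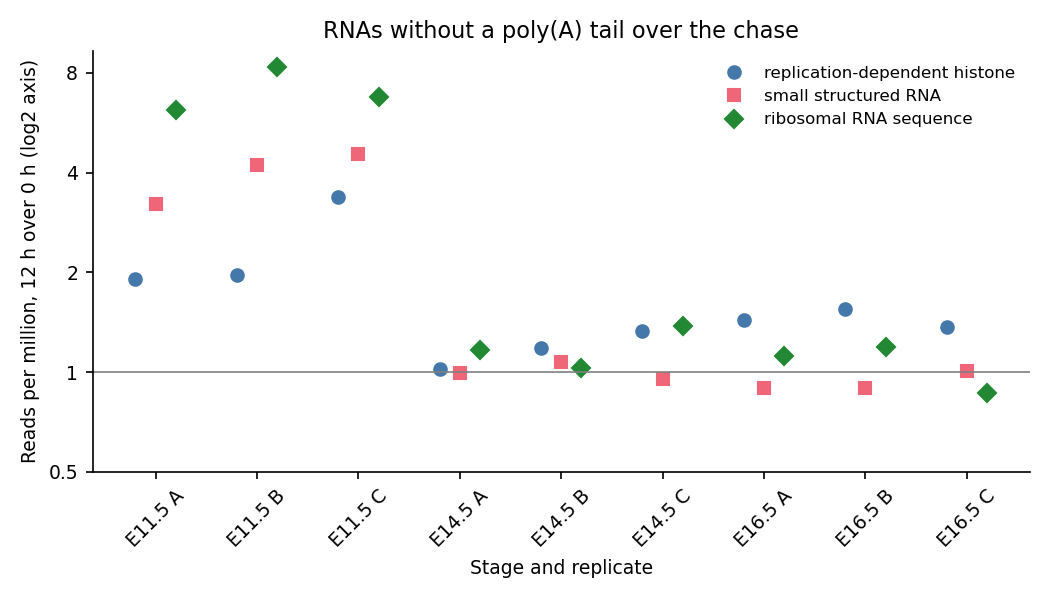
Ratio of summed cpm at 12 h to 0 h of chase (y axis, log2 scale) for histone genes, small structured RNAs and ribosomal RNA sequences in the 9 replicates (x axis); one point per replicate and class. The 3 E11.5 replicates lie between 1.91 and 8.32, and the others between 0.867 and 1.55.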

Values the study reported

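The study reported half-lives for 10,842 transcripts at E11.5, 10,671 at E14.5 and 11,832 at E16.5, with 9,490 measured at all stages. It gave correlations of z-scored half-lives between stages with r > 0.87, shown for E11.5 with E14.5 and for E14.5 with E16.5. It shows no value for E11.5 with E16.5. Among the most and the least stable transcripts, 456 and 491 were shared by the stages. It reported 294 transcripts (3.1%) whose half-life differed between stages. Codon coefficients ran from 0.17 to −0.2. For expression it reported 1,056 genes up and 997 down from E11.5 to E14.5, and 962 up and 730 down from E14.5 to E16.5.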

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

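The tests of the relation between half-life and expression against background and chase, all tests of the gap between the lists, and the tests of RNAs without a poly(A) tail and of GC content and length were chosen only after the result was seen.

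The change of expression from 0 h to 12 h differed between stages, by a test of the difference itself in edgeR (17224 genes tested). It differed for 244 genes between E14.5 and E11.5 (67 up and 177 down), for 302 between E16.5 and E11.5 (117 up and 185 down) and for 17 between E16.5 and E14.5 (8 up and 9 down). These counts ignore that the 0 h and 12 h libraries of one letter are pairs; with this pairing they were 382, 473 and 91, of which 240, 297 and 17 were among the genes above. The differences that involve E11.5 are not those of RNAs without a poly(A) tail alone, since 231 of the 244 genes and 287 of the 302 lie outside these classes. Few reads do not account for them either: 171 of 244 (70.1%) and 214 of 302 (70.9%) had more than 10 reads in all compared libraries. A linear trend on GC content and length is too small to account for log2 differences beyond 1, with an SD over genes of 0.0392 and 0.0364 (R2 0.00719 and 0.00539); other forms of dependence on them were not tested. Each comparison was repeated with the libraries of its stages alone. In each of the 3, 1 of the 10 splits of the 6 replicates, the real one, gave as many genes (208, 331 and 20). The other 9 splits of each gave 0 genes, with at most 127 genes at an unadjusted p under 0.05, fewer than 5% of those tested. These splits mix the stages, which adds the difference between stages to the spread within each part, so their counts do not show what no difference would give. The share of splits is never under 0.1 with 3 against 3. A response of E11.5 cells to culture or to the label may also differ, as an untested hypothesis.

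The gap in z-scored half-life between progenitor-enriched and neuron-enriched transcripts differed between successive stages, by a permutation test of the difference across transcripts. It was -0.703 ± 0.112 at E11.5, -1.04 ± 0.109 at E14.5 and -0.724 ± 0.0491 at E16.5 (SD, n = 3 each), in the same direction in all 9 replicates. The change was -0.342 from E11.5 to E14.5 (adjusted permutation p = 3e-04) and 0.321 from E14.5 to E16.5 (adjusted permutation p = 0.00135). Between E11.5 and E16.5 it was -0.0206 (adjusted permutation p = 0.867), but -0.465 after the pooled background was subtracted (adjusted permutation p = 9e-05). Background conversions alone do not explain the first change, which was -0.389 after the pooled background was subtracted. With the labelled RNA amount, which allows expression to change during the chase, it was 0.0574, so that expression changing during the chase may explain it. The second change was -0.0763 after the pooled background was subtracted, so that background may explain it. For this second change, expression changing during the chase cannot be told apart from a real narrowing, since with labelled amounts the change was 0.211 with a p over 0.05 (adjusted permutation p = 0.154). A change in the stability of these transcripts stays open as an untested hypothesis.

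From E11.5 to E14.5 the change of z-scored half-life went with the change of expression across the 9505 transcripts (rank correlation 0.161), and from E14.5 to E16.5 it went against it (-0.206). The sign was positive in 9 of 9 pairings of single replicates for the first step and in 0 of 9 for the second, where values ran from -0.167 to -0.127; the difference between the steps itself was not tested. Transcripts are not independent replicates. The hypothesis that transcripts which rise also gain stability would need a positive value at both steps, and stays open, since background may account for the -0.206. Poorly covered transcripts do not account for the pattern, since with covered Ts over 2000 the values were 0.167 and -0.192. For the first step, background alone does not explain the relation (0.177 after subtraction), but with labelled amounts it was -0.00355, so that expression changing during the chase may explain it. For the second step the roles were exchanged: with labelled amounts it was -0.351, and after background subtraction -0.0228, so that background may explain it. A biological relation at either step was not shown and stays an untested hypothesis.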

How the results depend on the processing

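Of 398 values of the comparisons under alternatives other than leaving out a replicate, 314 kept their direction and side of the threshold, or stayed within the replicate spread or 1.5 times a count. Another 66 moved beyond it, 9 became weaker, 1 stronger and 8 reversed. Of 342 values that each left out one replicate, 307 stayed, 30 moved, 4 became weaker and 1 reversed. Among the other results, mostly named genes and counts by direction, 769 of 899 values stayed, 93 moved, 36 became weaker and 1 reversed; leaving out replicates gave 573 of 675 that stayed, 54 that moved, 47 weaker and 1 reversed. Labelled RNA amounts, the fit without 0 h, the pooled background, tests on recovered reads or on log2 cpm, half-lives of the later stage with background subtracted, the pairing in the comparison of chase changes between stages, and leaving out replicates for shared extremes and sequence features were chosen after seeing the data. Unless stated, the cause was not tested.

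The median over genes of the conversion rate at 12 h was 0.235, 0.237 and 0.210%. Median half-lives in stage order were 3.40, 3.27 and 2.51 h without 0 h and 2.86, 3.02 and 2.70 h with the pooled background subtracted. At E14.5 the median was also moved by R2 over 0.8 (4.31 h) and by leaving out 12 h (4.14 h). At E16.5 it was moved by no R2 filter (3.47 h), R2 over 0.8 (3.19 h), a fitted initial value (3.29 h), leaving out 12 h (3.16 h) and the quasi-Poisson fit (3.25 h). The difference between E14.5 and E11.5 reversed to -0.0490 h under the quasi-Poisson fit and to -0.136 h without 0 h. It ran from -0.0204 h (without E11.5 C) to 0.423 h across the fits that each left out one replicate.

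Correlations of half-lives between E11.5 and E14.5 were 0.817 with no R2 filter, 0.828 by quasi-Poisson, 0.835 for labelled amounts and 0.846 without 0 h. Between E11.5 and E16.5 they were 0.761, 0.712, 0.766 and 0.770 in the same order, and 0.867 with R2 over 0.8. Between E14.5 and E16.5 they were 0.805, 0.787, 0.834 and 0.808, and 0.902 with R2 over 0.8, 0.891 with covered Ts over 2000, 0.856 with a fitted initial value, 0.899 without 12 h and 0.893 with the pooled background. Across the fits that each left out one replicate they ran from 0.861 to 0.891, from 0.809 to 0.839 and from 0.856 to 0.874. Lists of 5% shared 211 most stable and 189 least stable transcripts, against 457 and 492, as shorter lists must share fewer.

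The 299 transcripts with a differing half-life became 189 with no R2 filter, 547 with R2 over 0.8, 574 with a fitted initial value, 661 by quasi-Poisson, 146 with labelled amounts and 2296 in hours without scaling, which leaves the shift of the medians in. The count ran from 3 (without E16.5 B) to 267 across the fits that each left out one replicate. It was 170 without E11.5 A, 145 without E11.5 B, 100 without E14.5 A, 192 without E14.5 B, 169 without E14.5 C, 25 without E16.5 A and 28 without E16.5 C.

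With the letter as a replicate block, 0 transcripts had a differing half-life, and 1861 had an unadjusted p under 0.05. Letters do not pair the stages: deviations of the same letter correlated between -0.0188 and 0.0374. Within a stage the letters are pairs, and the replicate block in the chase comparison gave 912, 523 and 668 genes, each within 1.5 times the counts without it. In the comparison of chase changes between stages the same pairing gave 382 genes for E14.5 against E11.5, 91 for E16.5 against E14.5 and 473 for E16.5 against E11.5, against 244, 17 and 302.

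For expression from E11.5 to E14.5, glmTreat left 912 up and 736 down, against 1498 and 1473, and from E14.5 to E16.5 502 and 321, against 1324 and 1090; its threshold is stricter by construction. On recovered reads, edgeR called 964 down and DESeq2 975 down at the first step, and DESeq2 716 down at the second. On log2 cpm, limma called 856 up and 716 down at the second step. From 0 h to the 8 h libraries 245, 83 and 273 genes changed, and on recovered reads 379, 220 and 172 at 12 h, against 696, 373 and 492. Across the fits that each left out one replicate these counts ran from 300 (without E11.5 A) to 613, from 155 (without E14.5 B) to 218, and from 250 (without E16.5 A) to 371. Counts were also beyond 1.5 times without E11.5 B (321), E14.5 A (218), E14.5 C (213) and E16.5 C (326).

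The difference in half-life between transcripts that rose and fell from E14.5 to E16.5 reversed to -0.359 h with half-lives of the later stage, and to -0.0245 h with the pooled background also subtracted. Over all alternatives it ran from -0.359 to 1.49 h. The difference between the medians of the lists at E16.5, tested on ranks, was -0.280 h by quasi-Poisson (permutation p = 0.413), -0.650 h without 0 h and -0.856 h between matched members; adjusted p ran from 7.5e-05 to 0.413 over its alternatives.

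The change of the gap between the lists was 0.0574 from E11.5 to E14.5, 0.211 from E14.5 to E16.5 and 0.269 from E11.5 to E16.5 with labelled amounts. With the pooled background it was -0.0763 from E14.5 to E16.5 and -0.465 from E11.5 to E16.5, which was then called (adjusted permutation p = 9e-05), against -0.0206 without subtraction (adjusted permutation p = 0.867). The rank correlation of half-life change with expression change was -0.00355 with labelled amounts and 0.0691 by quasi-Poisson at the first step, and -0.0228 with the pooled background at the second.

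With the shortest isoform the highest codon coefficient was 0.162 at E11.5 and 0.176 at E14.5, and the lowest -0.176, -0.180 and -0.164 in stage order. Across the fits that each left out one replicate the highest ran from 0.167 to 0.176, from 0.173 to 0.178 and from 0.154 to 0.160, and the lowest from -0.198 to -0.188, from -0.200 to -0.188 and from -0.184 to -0.180. The 5′ UTR GC difference was 0.719, 1.05 and 0.859 points with the shortest isoform. At E11.5 it ran from 0.750 (without A, adjusted permutation p = 0.107) to 0.962 and was 0.928 without C (adjusted permutation p = 0.0513), and at E16.5 it ran from 0.566 (without B, adjusted permutation p = 0.224) to 1.06 and was 0.763 without A (adjusted permutation p = 0.102), across the fits that each left out one replicate. Over the other alternatives the adjusted p ran from 0.0168 to 0.168 at E11.5, from 0.00938 to 0.0514 at E14.5 and from 0.0130 to 0.0977 at E16.5.

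Among named genes, the change of Btg2 from E11.5 to E14.5 reversed from -0.23 to 0.11 in the 12 h libraries. That of Cnot1, -0.08, ran from -0.18 to 0.01 across the fits that each left out one replicate, with 0.01 without E11.5 A. Of 99 half-life changes of named transcripts that each left out one replicate, 58 stayed past the threshold and 41 did not.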

Other observations

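Of the tests in this part, those of the relation with the amount of label, of the lists at E16.5 against expression level and of carry-over of RNA without a poly(A) tail were chosen only after the result was seen.

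The median half-life was shorter at E16.5 than at E11.5. Depth of poorly covered transcripts does not account for it, since with covered Ts over 2000 the difference was -0.954 h, nor does a delay of the chase in its first 2 h, since without 0 h it was -0.890 h. After subtraction of the pooled background it was -0.152 h (exact permutation p = 0.2), and -0.602 h with the lowest-percentile background, which was estimated as 0 in E16.5 B and C but not at E11.5 and therefore does not correct both stages alike. E16.5 stayed below E14.5 without overlap after subtraction of the pooled background (-0.315 h, exact permutation p = 0.1). Background and a real difference cannot be told apart here, because the background was estimated from the same libraries. E16.5 cells also started with more label, and its background estimate was lower (0.175 to 0.180% against 0.211 to 0.218% at E11.5). A stage difference in decay stays an untested hypothesis.

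Among the 6 replicates of E11.5 and E14.5, those with more label at 0 h had shorter median half-lives (Pearson's r = -0.943, two-sided exact permutation p = 0.0167; Spearman's rho = -0.714, exact permutation p = 0.136). After subtraction of the pooled background r was -0.480 (exact permutation p = 0.360). Without the 2 farthest replicates it was -0.974 before and -0.769 after subtraction. Within E11.5 the order of the replicates was opposite before subtraction and not opposite after it. Within E14.5 it was not opposite, before or after. With 6 replicates, background left in the rates and another cause cannot be told apart.

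Label was lost more slowly from 0 to 2 h than from 2 to 4 h. For the least stable 950 transcripts, which should lose label soonest, the share kept over the first interval was larger than over the second in 9 of 9 replicates. At E11.5 the shares were 54.3, 59.4 and 54.2% against 51.8, 49.8 and 43.1%, at E14.5 57.2, 59.1 and 59.1% against 48.3, 45.4 and 49.3%, and at E16.5, with smaller margins, 46.4, 46.4 and 46.9% against 44.9, 44.1 and 43.9%. Labelled nucleotides still incorporated after the uridine was added may explain this.

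Transcripts that rose had longer half-lives of the earlier stage than those that fell. Expression level does not account for this (0.657 h between members matched on it from E11.5 to E14.5), nor does expression changing during the chase (1.32 h with labelled amounts). Subtraction of the pooled background left smaller differences in the same direction. From E11.5 to E14.5 the difference was 0.371 h, against 0.810 h without subtraction. From E14.5 to E16.5 it was 0.347 h, against 0.828 h. Background may therefore account for part of the differences, but by this estimate not for all of them. With half-lives of E16.5 the sign reversed, and after background subtraction that difference was -0.0245 h (permutation p = 0.826). For this reversal, background and a real difference cannot be told apart, since nothing here measures the background apart from these libraries.

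Median half-lives were shorter in the progenitor list than in the neuron list at each stage. At E11.5 and E14.5 expression level does not account for this, with -1.40 h at E11.5 between matched members. At E16.5 the matched difference of medians was -0.856 h (permutation p = 0.173, on ranks), and with 19 matched members in each list, expression level and a real difference cannot be told apart. Expression changing during the chase does not account for the difference at the 3 stages, with -1.74 h at E11.5 for labelled amounts. A difference in decay between these cell types stays open as a hypothesis, found and tested on the same data.

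RNAs without a poly(A) tail rose at 12 h at E11.5, where 15 of 52 small structured RNA genes were called up and none down, with a class median of 0.22 (log2). Ribosomal sequence made up 3.96, 4.67 and 9.28% of recovered reads in these 3 libraries, against 0.615, 0.533 and 1.25% at 0 h. It was also raised at E14.5 in the 2 h libraries of A (1.85%) and B (2.57%) and in the 8 h library of C (2.40%). Carry-over of RNA without a poly(A) tail into the libraries may explain the rise.

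Processed pseudogenes were frequent among the most stable transcripts. The half-lives of 80 pseudogenes at E11.5 lay close to those of their parent genes, with a median absolute log2 ratio of 0.212 against 0.543 for shuffled pairs, and 0 of 10000 shuffles gave a ratio as small. Reads shared with the parent gene may explain their apparent stability.

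The counts of called genes were compared with those from other splits of the replicates. For expression at 0 h, 1 of the 10 splits of the 6 libraries gave as many genes in each comparison, the real one (3005 for E14.5 against E11.5 and 2620 for E16.5 against E14.5). The other 9 gave 0 genes each, with at most 474 and 243 genes at an unadjusted p under 0.05. For the change during the chase it was also 1 of the 10 splits at each stage, again the real one, including among the splits that part as many pairs. The other splits gave 0 genes, except 1 split at E14.5 that parts 1 pair and gave 1 gene. They had at most 1003, 1881 and 760 genes at an unadjusted p under 0.05. The share of splits is never under 0.1 in these designs. The other splits mix the compared groups, which adds the difference between these to the spread within each part and lowers their counts, so their counts do not show what no difference would give. For half-lives that differ between stages, 1 of the 100 splits gave as many transcripts, the real one; these splits mix the stages too.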
